A study of Bacillus subtilis with 14 samples.

How the data were processed

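Structure-seq2 libraries came from 12 Bacillus subtilis cultures, 3 biological replicates for each combination of medium and DMS treatment, and 2 RNA-seq libraries of pooled RNA were not analysed here. Per the labels, ribosomal RNA was depleted, reverse transcription used random hexamers, and the products were ligated and amplified. The values are whole-number counts of reverse transcription stops at each nucleotide, as deposited by the authors, with no normalisation. Per the labels, 1 table serves all 3 replicates of a group, so replicates were pooled before deposit. The aligner, genome build, read filters, strand handling and rule for placing a stop are not given in the sources used here, so reads of similar or overlapping genes may have been split or shared.

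The tables name each transcript by gene symbol, locus tag and the start and end of its coding sequence within the transcript. Of 4175 transcripts, 4172 matched the RefSeq gene table of assembly ASM904v1, which was used for names only, and 4159 were protein-coding and 13 pseudogenes. No genome coordinates are given, because the labels name no build. The transcript sequences were not used here, so the planned restriction of reactivity to A and C could not be made. Reactivity was computed over all positions and coverage was counted per nucleotide. Base specificity was read from codon bases fixed by the genetic code. A stop was assigned to the base 1 nucleotide upstream, the offset that gave the larger rise at stop codons with DMS, so the size of that rise was partly set by this choice. The tables held 0 ribosomal or transfer RNA transcripts, so the alternative that leaves these out had no object. A total of 1806 transcripts had no 5′ untranslated part in the files.

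Depth ranged from 34406987 to 46098866 stops per table. With 1 pooled table per group no test across replicates was possible, and the branch fixed for pooled tables was used, namely ratios with counting intervals and calls by a rule of size. Abundance was the stops of a transcript divided by the total stops of its table, with 0.5 stop added. A call required at least a 4-fold ratio and at least 100 stops over both tables. Intervals of ratios were exact (Clopper-Pearson), intervals of shares were Wilson, and intervals of medians came from binomial order statistics, all at 95%. Gene sets were placed among 10000 random lists matched on deciles of mean abundance. The trimmed mean of M-values (trims of 30% and 5%) and the median of ratios were written out directly as alternative scalings. They shifted all log2 ratios by 0.18 and 0.16 in the untreated pair and by 0.28 and 0.32 in the DMS pair.

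Reactivity was ln(stops + 1) at each position divided by its mean over the transcript, with DMS minus without DMS in the same medium, and negative values were set to 0. Values were divided by the mean of the top values after the highest 2% were left out and the next 8% kept, with the scale of the medium with amino acids used for both media. They were capped at 7, and the last 30 nucleotides were left out. Transcripts needed at least 1 stop per nucleotide in both DMS tables. Depth was examined by drawing tables with a single profile for both media at the real totals, once per transcript for the transcriptome and 200 times for named transcripts and regions, and by thinning all tables of a transcript to equal stops. Targeted regions were divided into leader and coding parts by matching their stops to those of the transcript of the same gene, and their stops were scaled to the totals of the transcriptome tables.

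The rule for the transcripts named was fixed before the data were examined. It took the 5 highest and 5 lowest abundance ratios with the same direction in both pairs. It also took the 5 largest rises and falls of mean reactivity among transcripts and among targeted regions. A list of genes taken to lie behind amino acid-responsive leaders was added, with hag and rplJ as comparison genes. The last list and the comparison genes were fixed by name, and the others were picked from the values by the rule. Other names were chosen after their values were seen and are marked so, or belong to the lists and examples of the closing observations. Alternatives covered the scaling, the minimum of stops, the stops added, the 1% of positions with most stops, the fold of a call, the logarithm, the subtraction, the scale, the cap, the last nucleotides, thinning and the coverage minimum.

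Methods were tested on simulated data with known answers. In the untreated pair 200 of 200 transcripts changed 8-fold were recovered among 3715, with 0 false calls, and 9 of 100 random lists fell outside the central 95% of percentiles. In the DMS pair 200 of 200 were recovered among 3652, with 0 false calls, and 3 of 100 lists fell outside. In the targeted regions a position raised 5-fold, drawn from the 20 with most stops, was found in 31 of 31. With equal depth and a single profile, the median change of mean reactivity over 2091 transcripts was -0.000395. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.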

Results

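Structure-seq2 was used to compare RNA in Bacillus subtilis, a soil bacterium, between a medium with all amino acids and a minimal medium with glutamine as the only amino acid. In this assay dimethyl sulfate (DMS) methylates unpaired adenines and cytosines, reverse transcriptase stops 1 nucleotide before a methylated base, and the stops are counted at each nucleotide. Cells of strain PLBS338 in mid-exponential phase were treated with 50 mM DMS for 5 min or left untreated. The 2 media and 2 treatments gave 4 groups of 3 biological replicates, and a single table of stops pooled the 3 replicates of each group. The spread between replicates was therefore unknown, and no value below carries a standard deviation or a p-value. Intervals of ratios and shares cover counting error only. They may be too narrow even for that, because amplified reads without molecular identifiers are not independent molecules. Intervals of medians and correlations reflect the spread across transcripts, genes or regions, not between replicates. Differences between media are differences between these pooled tables.

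Each table covered the same 4175 transcripts and 3962828 positions. The untreated table with amino acids held 34406987 stops, and the DMS table of that medium held 39179963. Without amino acids 43190388 stops were held untreated and 46098866 with DMS. Between 43.7% and 48.7% of positions had at least 1 stop. At least 1 stop per nucleotide was reached by 2411 and 2391 transcripts with amino acids, untreated and with DMS, and by 2565 and 2348 without. At a minimum of 5 stops per nucleotide the numbers fell to 1174, 1169, 1326 and 1141. The transcripts srfAA and srfAB, singled out after their values were seen, together took 7.30% of all stops untreated and 9.50% with DMS in the medium with amino acids. Without amino acids they together took 21.8% untreated and 27.1% with DMS. A second set of tables covered 31 targeted regions with 51319 positions, and held 875804 and 799934 stops with amino acids and 1575232 and 1304960 without.

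The effect of DMS on stops was examined at codons whose bases are fixed by the genetic code. In a stop codon the first base is U and the other bases are A or G. By a rule fixed beforehand, stops were assigned at the offset, 0 or 1 nucleotide, that gave the larger rise after the later bases, so this rise is not an independent check of the treatment. At the other offset the changes were -1.54 and 6.42 percentage points with and without amino acids. Over 840 transcripts with enough sequence beyond the stop codon, 24.2% of the stops assigned to stop codons fell after bases 2 and 3 in the untreated table with amino acids (95% Wilson interval 23.7 to 24.6). The share was 84.3% (83.7 to 84.8) with DMS. Without amino acids it was 61.9% (61.0 to 62.7) untreated and 77.5% (76.7 to 78.3) with DMS. The rises were 60.1 and 15.6 percentage points, both far beyond the counting intervals. A single position in rplB, singled out after its value was seen, held 21772 of the 27728 stops after the first base in the untreated table with amino acids, or 78.5%. Bases 2 and 3 held 2670 and 6165 there, so this position lowered the untreated share and enlarged the rise of 60.1 points. At the other offset its stops counted as base 2, so the change of -1.54 points also rests on it in part. With each transcript weighted alike, the rise with amino acids was 31.1 points and that without was 14.3 points. At start codons, whose first base is mostly A, the share of stops after that base went from 55.4% to 68.2% with amino acids and from 47.9% to 63.0% without, over 2368 transcripts. These rises were 12.8 and 15.1 points, and -4.34 and 7.30 points at the other offset.

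**Figure D1:**
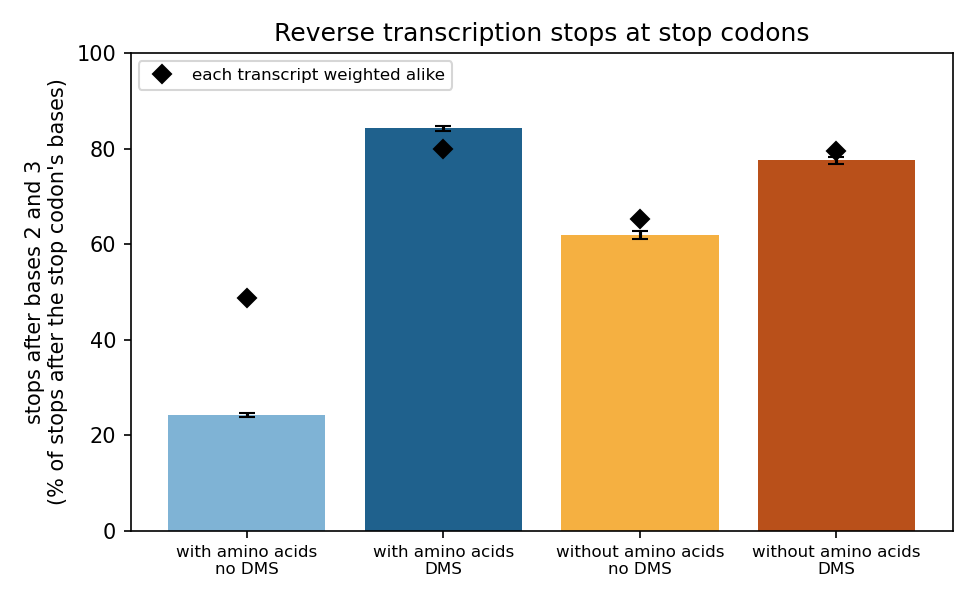
Bars show the percentage of stops at stop codons that fell after bases 2 and 3 in each of the 4 tables, with 95% Wilson intervals, and diamonds show the percentage with each transcript weighted alike. The bars rise with DMS from 24.2% to 84.3% with amino acids and from 61.9% to 77.5% without.

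Transcript abundance was compared between media by each transcript's share of the stops in the untreated tables. Of 3711 transcripts with at least 100 stops over both tables, 242 were at least 4-fold higher without amino acids and 329 were at least 4-fold lower. The median log2 ratio of all transcripts was -0.16, so this split depended on the scaling. With the trimmed mean of M-values 292 were higher and 253 lower, and with the median of ratios 283 were higher and 262 lower. In the DMS pair, 234 of 3659 transcripts were higher and 487 lower, around a median of -0.32. The trimmed mean of M-values gave 294 and 369 there, and the median of ratios gave 303 and 353. Lowering the rule to 2-fold moved the untreated counts most, to 684 higher and 905 lower.

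Log2 ratios in the untreated and DMS pairs had a Pearson correlation of 0.831 (95% interval 0.820 to 0.841) and a Spearman correlation of 0.824 across 3628 transcripts, which are not independent replicates. The correlation was lowest, 0.793, with no minimum of stops. Of 565 transcripts called in the untreated pair, 537 had the same direction in the DMS pair and 423 were also called there. The cultures of the 2 pairs shared a medium, so the DMS pair was not an independent replicate of the untreated pair. In 41 transcripts the pairs differed by at least 2-fold in opposite directions, and 40 of these were higher without amino acids in the untreated pair.

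**Figure D2:**
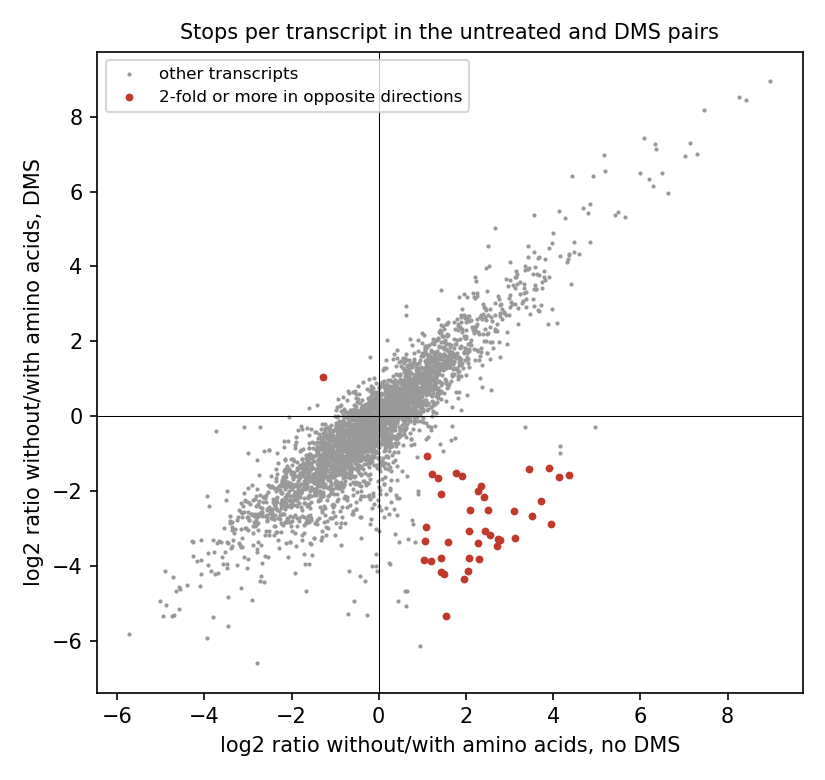
Each point is a transcript with at least 100 stops in both pairs, plotted by its log2 ratio without over with amino acids in the untreated tables (x axis) and in the DMS tables (y axis). The 41 red points changed at least 2-fold in opposite directions, and 40 of them lie at the lower right.

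The highest ratios among transcripts with the same direction in both pairs belonged to a run of neighbouring arginine genes and to yjzC, whose locus tag is close to theirs. carA (BSU11230) rose by a log2 ratio of 8.98 (exact interval 8.66 to 9.35) without DMS and 8.96 with DMS. carB (BSU11240) rose by 8.43 (8.28 to 8.59) and 8.43, and argD (BSU11220) by 7.45 (7.27 to 7.64) and 8.17. argJ (BSU11200) rose by 7.31 (7.18 to 7.44) and 7.003. yjzC (BSU11260) rose by 8.26 and 8.52, but it had 5 stops in the untreated table with amino acids and its interval was 7.17 to 10.02. The lowest ratios were those of nagBB (BSU02360) at -5.72 (-5.95 to -5.51) and -5.82, epsB (BSU34360) at -5.01 and -4.93, epsA (BSU34370) at -4.96 and -5.34, yddB (BSU04910) at -4.91 and -4.13, and nagP (BSU02350) at -4.89 and -5.02. yddB had 8 stops in the untreated table without amino acids, and its interval was -6.22 to -3.99.

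A list of genes taken to lie behind amino acid-responsive leaders was written before the data were examined. Such a leader is in doubt for argC and hom, whose coding sequences start at nucleotides 19 and 1 of their transcripts. Neither gene is among the targeted regions. Of the listed genes, argC rose by a log2 ratio of 6.51 in the untreated pair and 6.496 in the DMS pair. In the same order yitJ rose by 3.67 and 2.82, metE by 3.46 and 2.73, ilvB by 2.61 and 2.54, and tyrS by 2.18 and 2.21. trpE rose by 2.66 and 5.02, with 161 stops in the DMS table with amino acids. yjcI, the gene listed as metI, rose by 1.93 and 1.29 and passed 4-fold in the untreated pair under the trimmed mean of M-values (2.11) and the median of ratios (2.09). hom rose by 1.57 and 1.52, lysC by 1.18 and 1.24, and proB by 0.49 and 0.76. Several aminoacyl-tRNA synthetase transcripts were lower, with thrS at -0.88 and -0.96, glyQ at -1.27 and -1.46, ileS at -1.28 and -1.06, leuS at -1.56 and -1.88, valS at -1.69 and -1.61, and thrZ at -1.55 and -2.77. thrS and thrZ are similar genes whose reads the counting could split. cysE was at -0.66 and -1.56. proI was at 0.04 and -0.06, and the DMS value was above 0 (0.23 and 0.26) under the other scalings. Of the comparison genes, rplJ was at -3.32 and -3.10. hag was at 0.70 and -0.04, and its DMS value was above 0 under the trimmed mean of M-values (0.25) and the median of ratios (0.28). A single position held 136179 of the 234194 hag stops in the untreated table without amino acids. With the strongest 1% of positions left out, hag was at 0.11 and -0.15.

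Gene sets written before the data were examined were compared with 10000 random lists of the same size, matched on abundance. The median log2 ratio in the untreated pair was 1.32 for 74 amino acid biosynthesis genes and 3.09 for 28 genes of the CodY regulon, and both medians exceeded all random lists. All 28 CodY genes had ratios above 0, and 11 genes were in both sets. Random lists were drawn gene by gene, while the sets hold runs of neighbouring genes, such as dppA to dppE, that may share a transcript. Members are then not independent, and the percentiles may be too extreme. The median was -2.17 for 55 ribosomal protein genes, below all random lists. It was -0.88 for 23 aminoacyl-tRNA synthetase genes, at percentile 8.23, and 0.11 for 16 flagellar genes, at percentile 76.6. In the DMS pair the medians were 1.05, 2.96, -2.05, -0.97 and 0.01 in the same order, and the interval of the flagellar median spanned 0 in both pairs. The direction of each untreated median was the same under all 6 alternatives. In the DMS pair the flagellar median was -0.04 with the strongest 1% of positions left out, and the other sets kept their direction.

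DMS reactivity per transcript was compared over 2091 transcripts with at least 1 stop per nucleotide in both DMS tables. Reactivity was computed over all positions, because the transcript sequences were not used here. Mean reactivity was lower without amino acids in 1530 transcripts (73.2%) and higher in 561. The median change was -0.0351 (95% interval -0.0382 to -0.0320), and the median change of the Gini index was 0.00543. The alternative that moved the median change most used the scale of each medium's own values, and gave -0.00153, with 1142 transcripts lower and 949 higher. The change followed depth, with a Spearman correlation of -0.845 between the change and the ratio of stops per nucleotide in the DMS tables. Tables simulated with an unchanged profile at the real depths gave a correlation of -0.881, and their changes correlated with the observed ones at 0.930. The simulated median was 0.000383. With all tables thinned to equal stops per transcript, the correlation with depth was 0.0243, the median change was -0.0331, and 97.3% of transcripts fell, against 48.5% in thinned simulated tables.

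**Figure D3:**
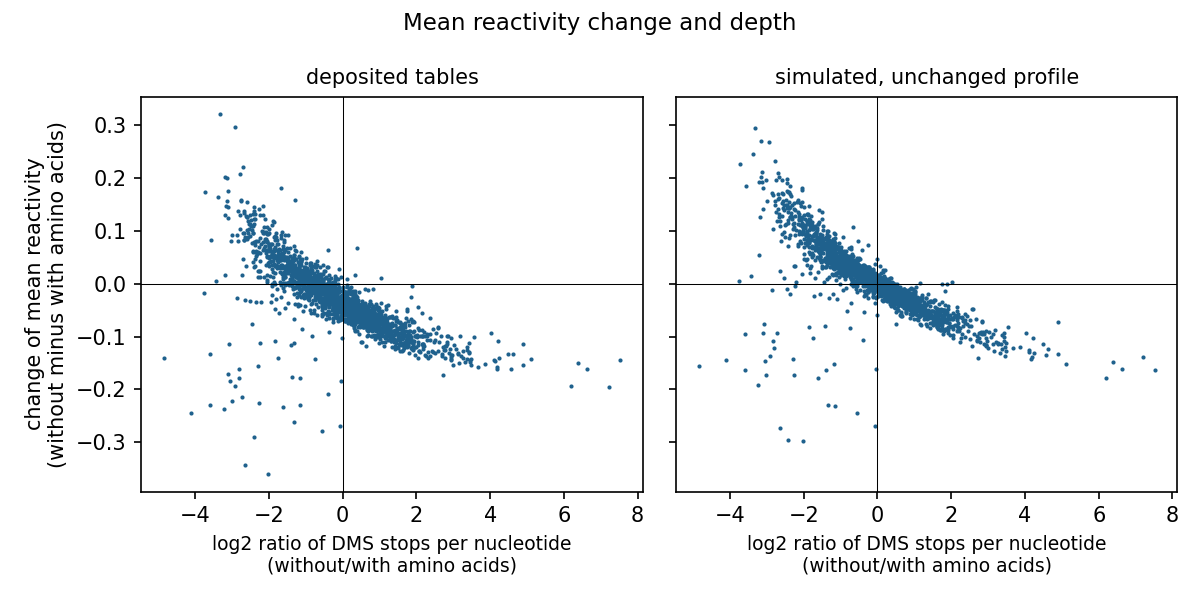
Each point is 1 of 2091 transcripts, plotted by the log2 ratio of its DMS stops per nucleotide (x axis) and by its change of mean reactivity, without minus with amino acids (y axis), in the deposited tables (left) and in tables simulated with an unchanged profile (right). Both panels slope downward, with Spearman correlations of -0.845 and -0.881.

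The transcripts with the largest rises of mean reactivity were estA (BSU02700, 0.320), abh (BSU14480, 0.297), dltB (BSU38510, 0.222), dltA (BSU38500, 0.208) and sppA (BSU29530, 0.201). Those with the largest falls were ybyB (BSU02110, -0.359), csbD (BSU36670, -0.343), gsiB (BSU04400, -0.289), nhaX (BSU09690, -0.278) and ycbP (BSU02590, -0.268). All 10 had unequal depth across the tables, and after thinning their changes lay between -0.0321 for dltA and 0.00181 for estA. The 5 with falls had only 0.15 (csbD) to 0.73 (ycbP) stops per nucleotide in the untreated table with amino acids. Thinning cut all their tables to that depth, so their small changes after it decide little. ybyB, csbD and gsiB are also among the 41 transcripts that moved in opposite directions in the 2 pairs. The changes of abh, sppA, gsiB and ycbP lay inside the interval of 200 simulated unchanged tables, and that of dltA lay below it. The other 5 lay outside it in the direction of their own change. The rise of estA was above an upper limit of 0.309, and that of dltB, 0.2216, above 0.2202. The falls of ybyB, csbD and nhaX were below lower limits of -0.321, -0.323 and -0.269.

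Agreement of reactivity profiles between media was measured by the correlation across positions within each transcript. The median Pearson correlation was 0.462 and the median Spearman correlation was 0.386. Simulated unchanged tables at the real depths gave a median Pearson correlation of 0.627, and 98.9% of transcripts lay below their own simulated value. The simulated profile was the sum of the real stops of both media, so their counting noise entered it as shared signal. This can raise the simulated correlation, so the 98.9% does not show that nearly all profiles differed between media. Random parts of the same medium's tables correlated at a median of 0.553 with amino acids and 0.451 without, and parts from different media at 0.405. The median correlation between media moved most without subtraction of the untreated table, to 0.792. It was 0.730 without the logarithm and 0.417 after thinning.

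In the 31 targeted regions, which hold leaders and the coding sequences behind them, mean reactivity fell in 25 and rose in 6. The median change was -0.0488 (-0.0873 to -0.0172), and with each medium's own scale it was -0.000357, with 16 regions falling and 15 rising. After thinning 28 fell and 3 rose. The change again followed depth, with a Spearman correlation of -0.925. It lay below the interval of simulated unchanged tables in 28 regions and above it in 1. The largest rises were in rplJ (0.0797), serS (0.0698), leuS (0.0187), valS (0.0134) and infC (0.00472). Simulated unchanged tables gave 0.153 to 0.185 for rplJ, 0.0444 to 0.0625 for leuS and 0.0450 to 0.0694 for infC, so these 3 rises were smaller than depth alone gave. The rise of serS lay inside its interval, and only that of valS lay above (-0.0162 to -0.00350). The largest falls were in ilvB (-0.144), yxjG (-0.138), metE (-0.129), GcvT (-0.128) and yjcI (-0.125). Simulated unchanged tables gave medians of -0.130, -0.116, -0.0977, -0.111 and -0.100 in the same order, so depth alone gave most of each fall. Each fall still lay below its simulated interval. After thinning the changes were -0.0143, -0.0330, -0.0106, -0.0317 and -0.0180. yxjG has a similar neighbouring gene, yxjH, and reads of the pair could be split.

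For each targeted region the position with the largest change in DMS-dependent share of stops was listed, taking the share with DMS minus the share without. It lay in the leader in 29 of 31 regions, and the change exceeded the upper limit of the 95% range of simulated unchanged tables in 30. At only 8 of the 31 positions was the share of stops at least 2-fold higher with DMS in both media, and at 15 it was lower with DMS in both, so many of the largest changes came from stops also present without DMS. The largest change was in metE at stop position 54, counted from the first nucleotide of the region. With amino acids it held 8 of 8040 stops untreated (0.0995%) and 585 of 10091 with DMS (5.80%, Wilson interval 5.36 to 6.27). Without amino acids it held 55 of 96720 stops untreated (0.0569%) and 28803 of 134264 with DMS (21.5%, 21.2 to 21.7). The change was 15.7 percentage points.

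**Figure D4:**
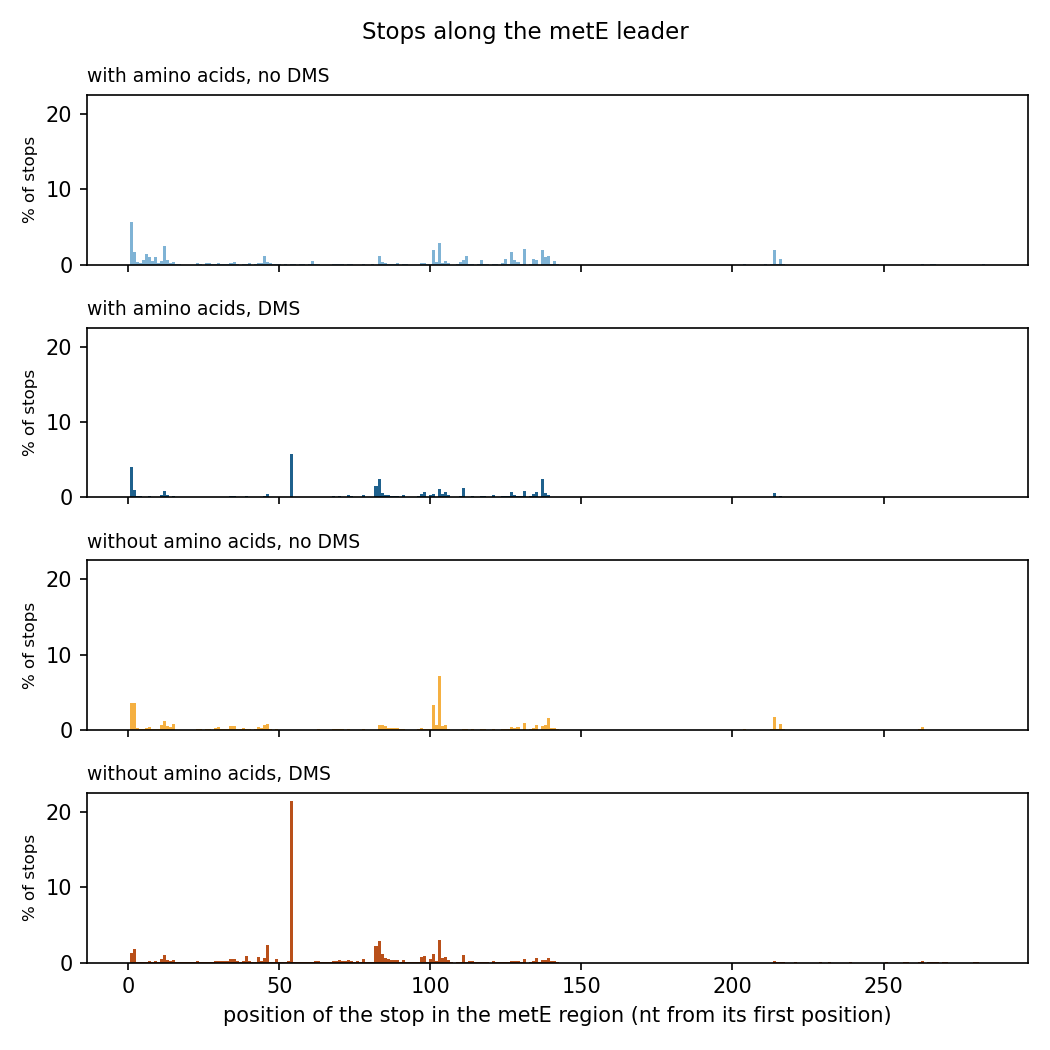
Bars show the percentage of the metE region's stops at each position of its leader (x axis, nucleotides from the first position of the region) in the 4 tables, on a shared y axis. The bar at position 54 is 5.80% with DMS and amino acids and 21.5% with DMS and no amino acids, against 0.0995% and 0.0569% without DMS.

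Stops in the leader and coding parts of the targeted regions were also compared, a choice made after seeing the data. Ratios were scaled to the totals of the transcriptome tables, because the targeted tables hold only part of each library. Leader stops were at least 2-fold higher without amino acids in 16 of 31 regions in the untreated pair and lower in 3. Coding stops were higher in 14 and lower in 12. In the DMS pair leaders were higher in 18 regions and lower in 2, and coding parts were higher in 14 and lower in 11. The median log2 ratio of the coding part minus that of the leader was -0.54 untreated and -1.40 with DMS. With position 1 of each region left out it was -0.15 and -1.40, and leaders were higher in 13 and 19 regions. With the strongest 1% of positions left out, leaders were higher in 11 and 21 regions. Scaled to the totals of the targeted tables, leaders were higher in 10 and lower in 7 regions untreated, and higher in 12 and lower in 3 with DMS. On that scale coding parts were higher in 12 and lower in 15 untreated, and higher in 8 and lower in 15 with DMS, so the balance of coding parts depended on the scaling. The ilvB leader rose by a log2 ratio of 4.23 and its coding part by 2.55 in the untreated pair, or by 3.71 and 2.03 with the targeted totals.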

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

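The tests of low counts, of exchanged tables and of general stress genes as a group were chosen only after this result was seen, as were the alternatives for the number of transcripts concerned. In 41 transcripts the ratio without over with amino acids was at least 2-fold in opposite directions in the untreated and DMS pairs, so the effect of DMS went apart between media. The difference was not tested across replicates, because each table pools them. The log2 effect of DMS had a median of 5.59 with amino acids and 0.31 without, and 40 of the 41 rose at least 4-fold with amino acids against 0 without. Median stops were 150 untreated and 6749 with DMS in the medium with amino acids, and 961 and 1354 without. The effect of DMS with amino acids exceeded that without by 6.88 on the log2 scale for csbC, 6.82 for csbD, 6.37 for mgsR, 6.30 for gspA and 6.19 for ydaS. These 5 were the largest differences in the set and were chosen after their values were seen.

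Several technical explanations were contradicted. With the 1% of positions with most stops left out, 40 transcripts still moved in opposite directions, which argues against a few strong stop positions. The smaller of the numbers under the 2 other scalings was also 40, which argues against the scaling of the tables. Counting error did not reach the effect, since the exact interval of the DMS effect with amino acids excluded 0 in all 41. The rule that picked these transcripts already required the effects of DMS to differ between media. This count and the number that rose at least 4-fold therefore partly restate that rule. An exchange of tables between media was contradicted over the other 3587 transcripts. There the DMS table with amino acids correlated at 0.956 with the untreated table of its own medium, against 0.822 with the DMS table and 0.815 with the untreated table of the other medium. The value of 0.956 would be the same if the tables of that medium were exchanged, so it cannot speak to an exchange within the medium.

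A candidate explanation is a rise of the general stress genes, the group switched on by the factor SigB, in the DMS cultures with amino acids. A list of 100 such genes was recalled from memory after the 41 transcripts had been seen, and 39 of the 41 are on it, so that overlap is not independent evidence. Outside the 41, the median log2 effect of DMS with amino acids was 2.09 over 59 listed genes, above all 10000 matched random lists. A list picked by gene names alone had a median of 0.24 over 15 genes outside the 41, at percentile 99.73. These random lists too were drawn gene by gene, so members that share a transcript may make the percentiles too extreme. Without amino acids the recalled genes outside the 41 also lay above all random lists, with a smaller median of 0.05 over 57 genes, and the name list had a median of -0.05 over 15 genes, at percentile 94.6. At least 4-fold rises were seen in 32 of the 59 recalled genes with amino acids and in 0 without. Across all transcripts the median effect was -0.29 with amino acids, where 96 of 3661 rose at least 4-fold, and -0.30 without, where 2 of 3672 did. Both lists are consistent with a rise of the group beyond the transcripts that showed it first, as a hypothesis found and examined on the same data.

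What set off such a rise stays open. The number of replicates given apart for the table was 0, so 1 aberrant replicate culture cannot be told apart from a response shared by all 3. A response to DMS and a difference between cultures before DMS was added are confounded in the same way. A response that depends on the medium, which the design names, was not tested.

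Other stress lists were also written after the 41 transcripts had been seen. Median log2 effects of DMS with and without amino acids were -0.30 (percentile 24.6) and -0.36 (32.6) for 6 class I heat shock genes, and 0.68 (99.8) and -0.41 (33.6) for 6 CtsR genes. They were -0.27 (45.2) and -0.54 (9.76) for 10 SOS genes, 0.03 (89.1) and -0.80 (22.2) for 3 alkylation repair genes, and 0.38 (99.1) and 0.17 (91.3) for 7 PerR genes.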

How the results depend on the processing

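The alternatives for leaders and for transcripts moving in opposite directions, and those for the correlation of profiles other than the logarithm and the minimum of 5, were chosen after seeing the data. The rest were fixed before the data were examined. No paired analysis was possible because the labels share replicate numbers across groups but each table pools its 3 replicates. For the same reason no replicate was left out, no replicate block was fitted and no other split of the samples was made.

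Of 112 comparisons of a summary value with an alternative, 84 kept the value within its interval or within 1.5 times its count, 25 moved and 3 changed sign. For named abundance ratios 239 of 358 stayed within the counting interval, 119 moved and 0 called values changed sign. No called ratio that was still tested fell under 4-fold, but yddB, with 211 and 134 stops in the untreated and DMS pairs, was not tested under a minimum of 1000. The uncalled DMS ratios of proI and hag changed sign under both other scalings. Of 114 named reactivity changes 27 changed sign, 19 in transcripts or regions outside their simulated interval and 8 in abh, sppA and serS, which lay inside it. The medians of the 5 gene sets stayed within their intervals under all 6 alternatives tried.

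With a coverage minimum of 5 the transcripts covered were 1174 and 1169 with amino acids and 1326 and 1141 without, by construction. With the stop assigned to the other offset the rise after stop codon bases 2 and 3 was -1.54 points with amino acids and 6.42 without. With each transcript weighted alike it was 31.1 and 14.3 points. The single rplB position held 78.5% of the stops after the first base in the untreated table with amino acids. Its 21772 stops exceeded the 2670 and 6165 after bases 2 and 3, so it enlarged the rise of 60.1. It counted as base 2 at the other offset and so entered the -1.54 as well. The rise was not computed without it, so the size of its part is not given. A 2-fold rule gave 684 transcripts higher and 905 lower by construction. The correlation between pairs was 0.793 with no minimum and 0.878 with a minimum of 1000 stops, and that minimum left 23 transcripts moving in opposite directions because fewer were tested. Scaled to the targeted totals, leaders were at least 2-fold higher in 10 regions untreated, because all ratios shifted by -0.52.

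The median change of mean reactivity was -0.00153 with the scale of each medium's own values, -0.0444 with a coverage minimum of 5 and -0.0320 with a minimum of 0.5. The median for targeted regions was -0.000357 with each medium's own scale. The median change of the Gini index changed sign without the logarithm (-0.00342) and without subtraction (-0.00615). It was 0.00188 after thinning and 0.00811 with a coverage minimum of 5. Without subtraction the change of mean reactivity has no value of its own, since each profile is divided by its own mean. The median correlation between media was 0.792 without subtraction, 0.730 without the logarithm, 0.417 after thinning and 0.4684 with the last 30 nt kept, against a main interval of 0.4533 to 0.4676. It was 0.569 with a coverage minimum of 5 and 0.433 with a minimum of 0.5. Beyond the choice of scale, the cause was not tested.

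With each medium's own scale the change of mean reactivity was -0.0150 for estA, -0.0273 for dltB, -0.00763 for dltA, -0.0110 for rplJ, -0.000357 for leuS and -0.00308 for valS, against rises as reported. It was 0.00453 for yxjG, 0.0178 for metE and 0.0188 for GcvT, against falls. Of those inside their simulated interval it was -0.0278 for abh, -0.0348 for sppA and -0.0134 for serS. Without the logarithm it was -0.0154 for dltA, -0.0278 for rplJ, -0.0707 for leuS, -0.0997 for valS, -0.0561 for infC, -0.0316 for sppA and -0.0350 for serS. After thinning it was -0.00861 for dltB, -0.0321 for dltA, -0.0521 for rplJ, -0.0329 for leuS, -0.0439 for infC, -0.00133 for abh, -0.00470 for sppA and -0.0202 for serS, where equal depth removed the rise. For the other settings the cause was not tested.

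Depth limits the named ratios with few stops, such as yjzC and yddB. It also limits reactivity, since over the 2091 transcripts profiles from random parts of the same medium's tables correlated at medians of 0.553 with amino acids and 0.451 without.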

Other observations

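The tests of depth of the transcript, of counting noise and of uneven change along any transcript were chosen only after the results were seen. The tests of thinning, of the scale and of relative change in leaders had their outcome rules written first, the last after the largest changes per region were known.

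The change of mean reactivity between media followed depth. The Spearman correlation of observed changes with those of simulated unchanged tables at the real depths was 0.930, and after thinning to equal stops the correlation with the depth ratio was 0.0243. Both are consistent with depth of the transcript as the source of most of the ranking of transcripts.

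The median fall of mean reactivity without amino acids was not explained by depth. The simulated unchanged median was 0.000383, against -0.0351 observed, which argues against counting noise. With the scale of the medium without amino acids used for both media the median was -0.0420, but this decides nothing, because a scale shared by both media cannot change the sign of a difference. With each medium's own scale it was -0.00153, so the fall depended on a shared scale. Dividing each medium by its own top values takes out, by construction, a fall that runs through all values. The fall may reflect the size of the signal over background across most transcripts. This value cannot tell that from a change in structures. Codon bases gave no common direction with each transcript weighted alike. The rise at stop codons was 14.3 points without amino acids and 31.1 with, while that at start codons was 10.1 and 7.44. The stop codon shares with DMS were nearly equal, 79.5% and 79.8%, so that difference came from the untreated tables, at 65.3% and 48.7%. Modification in the cells, stops present without DMS and library preparation cannot be separated with 1 pooled table per group, and no biological explanation was tested.

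The share of stops at single positions of the targeted regions, with DMS minus without, differed between media. The largest change exceeded simulated unchanged tables in 30 of 31 regions, which argues against counting noise. This does not show that stops made by DMS differed in each region, since the share was at least 2-fold higher with DMS in both media at 8 of the positions and lower in both at 15. All 8 enriched positions exceeded the simulated tables. Leaders held a larger change than as many coding positions drawn at random in 30 of 31 regions, and by the outcome rule first written this would have counted against an uneven change along any transcript. That reading was set aside after the value was seen, because leaders held more stops per nucleotide than coding parts in 25 of 31 regions, by a median of 2.44 times in the DMS table with amino acids, and larger shares have more room to change. A further test compared relative changes, each part on its own total and centred on its own median, at positions with at least 100 stops over both DMS tables. The rule, written before this value was computed, counted more than 2 of every 3 usable regions against an even spread. The median relative change was larger in the leader in 17 of 20 usable regions, with medians of 0.62 and 0.50 on the log2 scale for leaders and coding parts. The same count was added later for simulated unchanged tables and was 2 to 7, with medians of 0.14 and 0.16. With the simulated value of each part subtracted, the leader was still larger in 17. The other 11 regions had fewer than 10 such positions in a part. The 17 of 20 regions argue against a change spread evenly along the transcript, but it does not separate RNA folding from ends of leader transcripts, since stops present without DMS were not subtracted in it.

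In metE, position 54 of the region, named by its change, held 5.80% of stops with DMS and amino acids and 21.5% with DMS and no amino acids. Coding stops of metE rose by 3.45 and leader stops by 3.09 on the log2 scale in the untreated pair, and by 2.72 and 4.15 in the DMS pair.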
